A study of Arabidopsis thaliana with 9 samples. Its data were reported in "LEAFY is a pioneer transcription factor and licenses cell reprogramming to floral fate" (2021).

How the data were processed

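The data came from chromatin immunoprecipitation followed by sequencing (ChIP-seq) with antibodies against LEAFY (LFY), a plant transcription factor that specifies floral fate. The tissue was callus of Arabidopsis thaliana, accession Landsberg erecta, grown from roots of seedlings aged 3 weeks that had spent 5 days on callus inducing medium. The plants carried 35S:LFY-GR, a constitutively expressed fusion of LFY to the hormone-binding domain of the glucocorticoid receptor, which enters the nucleus once the steroid dexamethasone (dex) is added. The 9 samples formed 3 groups of 3, taken from the sample labels: chromatin without immunoprecipitation (input), ChIP after mock treatment and ChIP after treatment with 5 µM dex. The sample labels give a treatment of 1 h and the text describing the series gives 24 h. The value from the sample labels was used for the description, and no computation depended on it.

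A single peak list was analysed. As described in the methods of the study, reads were trimmed with Trimmomatic and mapped to the TAIR10 genome with Bowtie2, and uniquely mapped reads were kept. The 3 dex libraries were pooled as treatment and the 3 mock libraries were pooled as control. MACS2 called peaks without a fragment model, with a fixed read extension and automatic removal of duplicates. The inputs were not part of the peak calling. Peaks with a summit q-value at or above 10 on the −log10 scale were kept. Because libraries were pooled before calling, no value here has an error between replicates, no replicate could be left out, and all intervals below cover counting error in the pooled libraries only. The tissue was Landsberg erecta and the reference genome is that of Columbia, so a site that differs between the accessions is read with the Columbia sequence.

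For each peak the authors deposited an interval, the position of the summit, a fold enrichment, a −log10 p-value, a −log10 q-value and an integer score. The deposited fold enrichment is a ratio, the pooled dex pileup plus 1 over the local background from pooled mock reads plus 1. The deposited −log10 p-values come from a Poisson test at the summit, and the deposited −log10 q-values are those values after adjustment by the authors' peak caller. The deposited score was the whole part of 10 times the −log10 q-value in all 1181 peaks and was not used further. Folds, p-values and q-values of peaks are the authors' throughout and were used to describe, rank and filter peaks within the list. The smallest −log10 q-value was 10.04. Peak numbers in the list ran up to 2263, and 1082 of these numbers were missing from it. All positions are given on TAIR10, counted from 1.

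The sequence and gene annotation came from the RefSeq version of the same assembly (TAIR10.1). Chromosomes were paired by the chromosome names in the annotation, and no interval ran past a chromosome end. As a check of the coordinates, the LFY site upstream of AP1 was found in that sequence where the study placed it. The annotation held 37899 genes and pseudogenes on the 5 chromosomes, of which 27444 were protein-coding. The authors annotated peaks with another gene set, which was not used here. All comparisons used the 1177 peaks on the nuclear chromosomes. The 4 peaks on the chloroplast genome entered only the count of peaks and the recovery of reads.

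The list carries no read depth. Reads behind each summit were recovered by solving the fold and the p-value together under the model of MACS2, in which the fold is (pileup + 1) / (background + 1) and the p-value is the Poisson probability of exceeding the pileup. MACS2 takes as background the highest of 4 estimates: a genome-wide floor, and the mock reads in the summit window, in 1 kb and in 10 kb. The background is therefore biased upwards at each summit. A solution was accepted when the background fell on 1 of these 4 lattices and the pileup on a whole number of dex reads, with a window of 138 bp, the narrowest interval in the list. On simulated peaks the solver returned a solution for 100% of 1000, and 100% of these had the true reads and background. Recovered reads are reads after duplicate removal, extended and counted at the summit. They carry no molecular identifiers, so intervals built on them cover counting error only.

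A core was an exact match to CCANTGG, the palindromic centre of the LFY consensus, on the reference sequence. A summit had a core when the centre of a match lay within 150 bp of it. The background was a window of equal width centred 1000 bp to the left of the same summit, and the share 1000 bp to the right was computed as well. Pairs of windows were compared with an exact two-sided binomial test on discordant pairs (McNemar). On simulated input, 200 of 200 planted cores were found. CCANTGG was ranked among the 24 palindromes with equal base composition by the ratio of the share at summits to the share in the left window. The smallest p-value a rank can give is 0.0417. Distances from summit to core were compared with uniform positions in the window by a one-sided permutation test with 100000 draws. Peak strength and number of cores were compared by Spearman correlation with a two-sided permutation test with 100000 draws. Bases at positions 1 to 6 outside the core, read on both strands from the core outwards, were compared between cores within 50 bp of a summit and cores in the windows on both sides by two-sided Fisher's exact tests, adjusted by the Benjamini-Hochberg method over 24 tests.

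A summit was assigned to a gene when it lay in the gene or up to 3 kb upstream of its start. The distance is that of the first of the rounds of annotation used in the study, which assigned peaks, whereas here the position of the summit decided. Assignment by any overlap of the peak interval was an alternative, and it placed 1044 peaks in a gene or 3 kb upstream where the summit placed 1016. The later round, which drew on expression data, was not used here. Shares were compared with 10000 random placements of as many summits on the same chromosome, restricted to known bases, with one-sided tests. The distribution over chromosomes was compared with chromosome length by a multinomial goodness-of-fit test with 100000 draws. The 8 main tests on the list formed 1 family for Benjamini-Hochberg adjustment. Shares carry 95% Wilson intervals, and ratios of recovered reads carry 95% exact (Clopper-Pearson) intervals scaled to equal depth. Peaks are not biological replicates, so each test describes this list.

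The loci named in full were fixed before the data were examined: AP1, RAX1, LSH2, ACR7, ACT7, LMI2 and LFY, the 5 peaks with the highest fold, and the 3 genes with the most summits, with ties broken by q-value. Alternatives covered stricter q-values, narrower windows, other backgrounds, a core with up to 1 mismatch, other gene sets and distances, and merging of summits within 300 bp. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.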

Results

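To locate LFY binding in callus, ChIP with anti-LFY antibodies was sequenced from 3 dex-treated and 3 mock-treated samples, next to 3 inputs. The data analysed were the peaks of the pooled dex libraries over the pooled mock libraries. The list held 1181 peaks, 1177 on the nuclear chromosomes and 4 on the chloroplast genome. A stricter q-value moved this number most, to 261 peaks at a −log10 q-value of at least 50. Nuclear peaks had a median width of 357 bp and together covered 0.421% of the 5 chromosomes. Their fold enrichment had a median of 4.04 (quartiles 3.38 and 5.28) and ranged from 2.23 to 18.6. The libraries were pooled before calling, so neither the number of peaks nor any fold has an error between replicates.

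The depth of single libraries is not known from the list, but the reads behind each summit could be recovered. All 1181 peaks gave a single pair of dex reads and mock background. When a pseudocount of 1 was added to both before the Poisson tail, only 1.61% of peaks could be solved. The genome-wide floor of the background was 17.97 mock reads per summit window. With the effective genome size stated in the methods of the study, which could not be checked against mapped reads here, it corresponded to 13.2 M mock reads and 16.7 M dex reads in the pooled libraries after duplicate removal, with dex reads scaled by 0.788 to the mock depth. Nuclear summits had a median of 114 dex reads (quartiles 91 and 158, range 72 to 701). The background came from the genome-wide floor at 376 peaks, from mock reads at the summit itself at 628 peaks, from the surrounding 1 kb at 93 and from the surrounding 10 kb at 84. Mock background at nuclear summits had a median of 19.5 reads and reached 106 reads. At 65 nuclear summits it was at least 2 times the genome-wide floor.

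**Figure D1:**
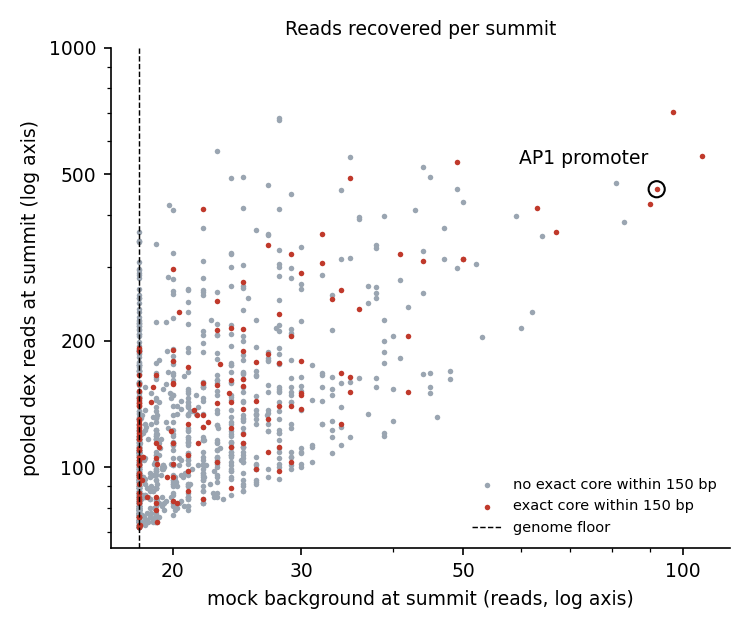
Pooled dex reads (vertical, log axis) against mock background (horizontal, reads at the summit window, log axis) for the 1177 nuclear summits, 1 point per summit, with the genome-wide floor as a dashed line. Summits with an exact core within 150 bp are in red, and the summit upstream of AP1, circled, lies at 460 dex reads over a background of 92.

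To ask whether the summits carry the sequence bound by LFY, the core CCANTGG was searched within 150 bp of each nuclear summit. A core was present at 154 of 1177 summits, or 13.1% (95% Wilson interval 11.3 to 15.1). In the window 1000 bp to the left the share was 3.74% (2.80 to 4.98), and in the window to the right it was 4.33%. A core was found at the summit alone in 152 pairs and in the left window alone in 42 pairs (exact binomial test, two-sided, p = 7.89e-16, adjusted p = 6.31e-15 over 8 tests). The difference of 9.35 percentage points moved most when up to 1 mismatch was allowed, to 23.3 percentage points, with 73.6% of summits (71.0 to 76.0) against 50.3% of left windows. No exact core was present within 150 bp of 1023 summits.

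Cores were concentrated at the summit. For the 146 summits with exactly 1 core in the window, the median distance from summit to core was 21 bp, against 75 bp for uniform positions (permutation test, one-sided, p = 1e-05, the smallest value the draws can give, adjusted p = 4e-05). Within 25 bp of the summit lay 56.8% of these cores.

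**Figure D2:**
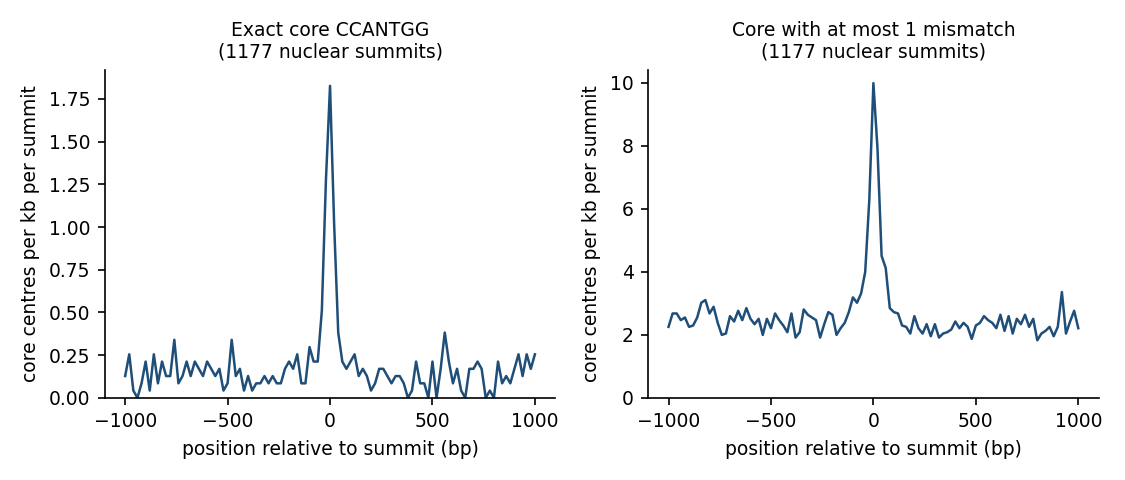
Density of core centres (vertical, per kb per summit) by position relative to the summit (horizontal, bp) in bins of 20 bp, averaged over 1177 nuclear summits, for the exact core (left) and for the core with at most 1 mismatch (right). In the central bin the density was 1.83 per kb for the exact core and 9.98 per kb with at most 1 mismatch, and both profiles were highest there.

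CCANTGG ranked 1 of 24 palindromes of the same base composition, with a share at summits 3.50 times that in the left window (exact rank test, p = 0.0417, the smallest value possible, adjusted p = 0.0476). TGGNCCA followed with a ratio of 2.26, being present at 11.1% of summits and in 4.93% of left windows. No other palindrome of the set was present at more than 4.42% of summits.

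**Figure D3:**
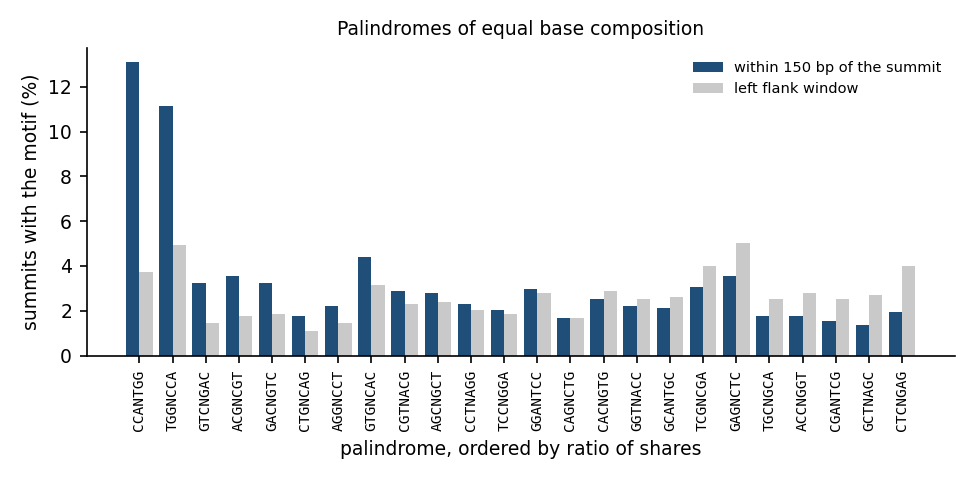
Share of the 1177 nuclear summits (vertical, %) with each of 24 palindromes within 150 bp of the summit (dark bars) and in the left window (grey bars), ordered by the ratio of these shares. CCANTGG stands at 13.1% against 3.74% and TGGNCCA at 11.1% against 4.93%.

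Bases next to the core also differed between cores at summits and cores beside them. Among 118 cores within 50 bp of a summit and 92 cores in the windows on both sides, 10 of 24 tests had an adjusted p-value under 0.05. The smallest was for G at position 2 outside the core, counted outwards from the core on its 5′ side, with 43.6% at summits against 17.9% beside them (Fisher's exact test, adjusted p = 4.53e-07). C at position 2 was rarer at summits, with 4.66% against 22.3% beside them (Fisher's exact test, adjusted p = 7.06e-07), and so was C at position 3, with 7.20% against 23.9% (adjusted p = 1.95e-05). G at position 1 was also rarer, with 7.20% against 20.7% (Fisher's exact test, adjusted p = 0.000261). Both sides of a core enter this comparison, and with 1 random side per core 5 tests passed the threshold.

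To ask whether stronger peaks carry the core more often, nuclear peaks were ordered by fold. The number of cores within 150 bp rose with fold, but the correlation across peaks was small (Spearman's rho = 0.0846, permutation test, two-sided, p = 0.00365, adjusted p = 0.00584). Fold is lowered where mock background is raised, as at the AP1 promoter peak, with a fold of 3.91 on 460 dex reads. With the −log10 q-value as strength, rho was 0.114 (permutation test, two-sided, p = 0.0001). The share of summits with a core was 7.80% (5.25 to 11.4) in the lowest quartile of fold, 12.4% (9.14 to 16.6) in the next, 16.2% (12.4 to 20.9) in the third and 16.0% (12.2 to 20.6) in the highest quartile. The intervals of the upper 3 quartiles overlapped, and the interval of the lowest quartile overlapped that of the next. Left windows had 6.10%, 3.69%, 2.41% and 2.72% in the same order, so the excess over background was 1.69 percentage points in the lowest quartile, where it did not pass the threshold (exact binomial test, two-sided, p = 0.522), and 13.3 in the highest (p = 4.00e-08).

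To relate binding to genes, summits were compared with random placement on the same chromosomes. In a gene or up to 3 kb upstream lay 1016 summits, or 86.3%, fewer than the 92.7% of random placements (95% of draws 91.2 to 94.1), so the one-sided test for an excess gave p = 1 (n = 1177 summits, adjusted p = 1). With protein-coding genes alone the share was 80.3% against 79.2% placed, a difference in the opposite direction that did not pass the threshold (n = 1177 summits, p = 0.184). Within the body of a gene lay 286 summits, or 24.3%, against 64.2% of random placements (61.4 to 66.9). Outside genes but within 3 kb upstream of one lay 730 summits, and 161 lay in neither class. In the 1 kb upstream of a gene start lay 482 summits, or 41.0%, against 28.3% of random placements (25.7 to 30.9, n = 1177 summits, one-sided p = 0.0001, the smallest value the draws can give, adjusted p = 0.0002). The assignment by gene or 3 kb upstream reached 1418 genes, 1185 of them protein-coding, and 186 genes had 2 or more summits.

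Around the nearest protein-coding gene start, summits lay upstream in 68.9% of cases, against 43.0% of random positions. Between 250 and 1000 bp downstream of a start lay 36 summits, where random placement gave 190.3.

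**Figure D4:**
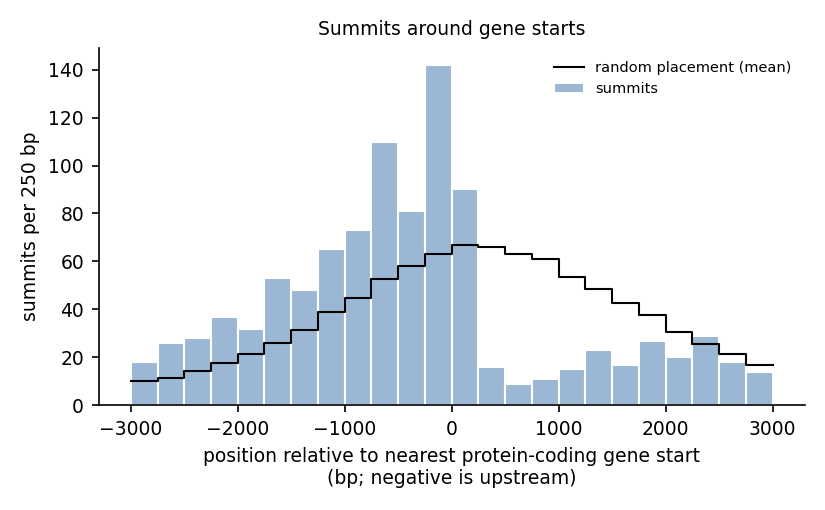
Number of nuclear summits per 250 bp (bars) by position relative to the nearest protein-coding gene start (horizontal, bp, negative values upstream), with the mean of random placements on the same chromosomes as a line. Summits exceed the line upstream of the start and in the bin just downstream of it, and 36 summits lie between 250 and 1000 bp downstream against 190.3 placed.

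The spread of peaks over the chromosomes differed from their lengths by a small margin when each peak was counted as independent (goodness of fit, Monte Carlo test, n = 1177 peaks, p = 0.0351, adjusted p = 0.0468). The call did not hold when only the peak with the highest fold was kept in each group of summits within 3 kb of their neighbours, an alternative chosen after seeing the data (n = 945 peaks, p = 0.469). Chromosome 2 held 11.3 peaks per Mb (223 peaks) and chromosome 1 held 10.6 per Mb (322 peaks). Chromosome 5 held 9.49 per Mb (256 peaks), chromosome 3 held 9.25 per Mb (217 peaks) and chromosome 4 held 8.56 per Mb (159 peaks). Summits were grouped: 408 of them, or 34.7%, had another summit within 3 kb, against 5.79% of randomly placed summits (4.08 to 7.73, n = 1177 summits, one-sided p = 0.0001, the smallest value the draws can give, adjusted p = 0.0002). Placement restricted to genes and their 3 kb upstream gave 5.99%. Unrestricted placement already put 92.7% of summits there, so this restriction says little about position relative to genes as a cause.

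The loci followed in the study were then examined one by one. AP1 (AT1G69120, chromosome 1, 25982294 to 25986349, minus strand) had 2 summits. The peak with more dex reads and the smaller q-value, but the lower fold, spanned positions 25986237 to 25986864, with its summit at 25986513, 164 bp upstream of the gene start and outside any annotated gene. Its fold was 3.91 and its −log10 q-value was 96.4. It rested on 460 dex reads and 92 mock reads, a depth-scaled ratio of 3.94 (95% exact interval 3.14 to 4.98). A core lay 5 bp from this summit within the sequence TACGGACCACTGGTCCTTC (25986509 to 25986527). The other AP1 peak (25984802 to 25985201, summit 25985015) lay in an intron, 1334 bp downstream of the gene start, with a fold of 5.13, 127 dex reads and no exact core within 150 bp.

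RAX1 (AT5G23000, annotated as MYB37, chromosome 5, 7696135 to 7698022) had 1 peak at 7695237 to 7695641, with its summit 688 bp upstream of the gene start. Its fold was 3.83, on 135 dex reads and 27 mock reads, and it had no exact core within 150 bp. Another peak (7699502 to 7699997), with a fold of 3.37 on 80 dex reads, had its summit 1784 bp past the end of RAX1 and was not assigned to it. LSH2 (AT3G04510, chromosome 3, 1215633 to 1216958, minus strand) had 1 peak at 1216848 to 1217190, with its summit 99 bp upstream of the gene start and a core 5 bp from the summit. Its fold was 5.98, and its 158 dex reads and 20 mock reads gave a depth-scaled ratio of 6.22 (3.90 to 10.5). ACR7 (AT4G22780, chromosome 4, 11968272 to 11971357, minus strand) had 1 peak at 11971269 to 11971474, with its summit 4 bp inside the gene in an exon outside the coding sequence. Its fold was 3.91 on 93 dex reads, the background there was the genome-wide floor, and no exact core lay within 150 bp. A second peak (11967587 to 11968741), with a fold of 8.47 on 493 dex reads and 45 mock reads, overlapped the other end of ACR7, but its summit lay 124 bp past the gene end and was not assigned to ACR7. The peak at LMI2 (AT3G61250, annotated as MYB17, chromosome 3, 22670729 to 22672751) spanned 22669847 to 22670248, with its summit 684 bp upstream of the gene start and 288 bp beyond the end of AT3G61240. Its fold was 3.50 on 163 dex reads and 36 mock reads, without an exact core within 150 bp. The depth-scaled intervals of the AP1 promoter peak, RAX1 (2.59 to 6.20), LSH2 and LMI2 (2.47 to 5.27) overlapped, so their order was not resolved at this depth.

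ACT7 (AT5G09810, chromosome 5, 3052062 to 3054691) and LFY itself (AT5G61850, chromosome 5, 24844248 to 24846989) had no summit in the gene or 3 kb upstream. The nearest summits lay 5378 bp from ACT7 and 57325 bp from LFY. A locus without a peak in the list is below the threshold on the q-value, and its reads are not known from the list.

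The peak with the highest fold, 18.6, lay on chromosome 2 (11284517 to 11285091), 627 bp upstream of AR781 (AT2G26530), with 566 dex reads over 23 mock reads (depth-scaled ratio 19.4, 12.8 to 30.8). The next, with a fold of 18.5, lay on chromosome 5 (20084866 to 20086313), 2872 bp beyond the end of PFD3 (AT5G49510) and 4734 bp upstream of WRKY48 (AT5G49520), with 679 dex reads over 28 mock reads. A peak on chromosome 1 (25626452 to 25627193), 4194 bp upstream of AT1G68360, had a fold of 18.3 on 672 dex reads and 28 mock reads. A peak on chromosome 5 (3880514 to 3881160), 1166 bp upstream of AT5G12010, had a fold of 16.0 on 421 dex reads. The fifth, on chromosome 1 (17697203 to 17698767), 758 bp upstream of GA2OX4 (AT1G47990), had a fold of 15.5 on 489 dex reads and 24 mock reads. All 5 summits lay outside annotated genes, and none had an exact core within 150 bp.

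The genes with the most summits had 4 each, and the 3 with the smallest q-values among these are given. WRKY23 (AT2G47260, chromosome 2, 19404802 to 19407098, minus strand) had its strongest summit 2902 bp upstream of the gene start, at 19410000, with a fold of 9.49 on 300 dex reads. Another of its summits lay in an exon outside the coding sequence. IAA13 (AT2G33310, chromosome 2, 14113025 to 14116089, minus strand) had its strongest summit 2945 bp upstream, at 14119034, with a fold of 6.91 on 218 dex reads. That position is also 273 bp from the end of AT2G33320. HB40 (AT4G36740, chromosome 4, 17314453 to 17316441, minus strand) had its strongest summit 1130 bp upstream, at 17317571, with a fold of 7.98 on 191 dex reads. Of the 4 summits at HB40, 1 lay in an intron and 1, at 17316835, had a core 14 bp away. None of the summits at WRKY23 or IAA13 had an exact core within 150 bp.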

Values the study reported

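The study reported 1177 significant LFY binding peaks in dexamethasone-treated root explants.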

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

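The tests in this part were chosen after the peaks had been seen. The list holds 4 peaks on the chloroplast genome, which no comparison used. They lay in an intron of rpl16 (81787 to 82037), between rpl32 and trnL (113818 to 114118), upstream of rps15 (123541 to 123789) and in the coding sequence of ycf1 (125692 to 126133). Their folds were 1.52, 1.57, 1.58 and 1.51, all under the smallest nuclear fold of 2.23. They rested on 466, 409, 574 and 493 dex reads over mock backgrounds of 241.5, 205, 286.4 and 257 reads, far above the nuclear floor of 17.97.

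One candidate explanation is technical: with so many chloroplast reads, a small fold can pass the threshold on the q-value. The largest of these folds, set at the nuclear floor, would have a −log10 p-value of 2.00, while the smallest among nuclear peaks was 12.7. This outcome follows from the small folds themselves, so it does not decide the matter, and the explanation by depth stays open. Why dex reads exceeded scaled mock reads by this margin at 4 places was not tested. Binding of LFY at a chloroplast core was weighed as well. Of the 4 summits, 0 had an exact core within 150 bp, which with so few summits does not exclude binding. Differences in chloroplast content or fragmentation between the dex and mock samples could not be examined in pooled calls and stay open.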

How the results depend on the processing

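Each choice was varied on its own, except for the whole peak interval. Of the alternatives, 44 were fixed before the data were examined and 5 were chosen after seeing the data. Of these 49, 8 merged summits within 300 bp. This removed no summit, since the closest neighbours were 349 bp apart, and therefore says nothing about stability. Under 34 of the other 41 alternatives a result kept its direction and its side of the threshold, or stayed within the margin for a value without a test. The 34 include all of the other 41 that concern the share of summits with the core, the rank of the core, the distance from summit to core, the relation of cores to fold, the share in the 1 kb upstream and the grouping of summits. For the grouping, placement within genes and 3 kb upstream hardly differed from the main placement (5.99% against 5.79%). The 34 also include the recovery of reads at a −log10 q-value of at least 20. It was bound to stay at 100%, since all 1181 peaks were solved, so it says nothing about stability. The excess of cores over background ranged from 8.58 percentage points, with windows of 50 bp on each side, to 23.3, with up to 1 mismatch allowed. For the whole peak interval, added after seeing the data, it was 8.58 as well. There the background interval also lay further to the left than in the main setting. The spread over chromosomes was not stable. With 1 peak per group of summits within 3 kb, added after seeing the data, the goodness-of-fit statistic went from 10.3 to 3.56 (n = 945 peaks, p = 0.469). Grouped summits are not independent, so the p-value over all 1177 peaks is too small, and the merged setting also has fewer peaks. Against the number of genes per chromosome the unadjusted p-value stayed under the threshold at 0.0452, but adjusted over the 8 tests it was 0.0516 (n = 1177 peaks). The placement tests on genes and on the 1 kb upstream also treat summits as independent, as does the paired test of cores. They were not repeated with 1 peak per group. Their ranges may therefore be too narrow, and p-values under the threshold too small.

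The share of summits in a gene or 3 kb upstream changed direction relative to random placement when only protein-coding genes were counted, with 80.3% against 79.2% placed (n = 1177 summits, p = 0.184). The cause was not tested. Random placement within 20 kb of each summit, added after seeing the data, left this share under the random value and the share in the 1 kb upstream over it.

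The number of peaks went to 726 at a −log10 q-value of at least 20 and to 261 at 50, which follows from the stricter threshold itself. With a pseudocount of 1 in the Poisson tail the share of peaks whose reads could be recovered went to 1.61%, which shows that this is not the formula behind the deposited values. The number of flanking-base tests past the threshold went from 10 to 6 with cores up to 150 bp from the summit and to 5 with 1 random side per core. The latter counts 1 side of each core in place of both, and for the former the cause was not tested. At a −log10 q-value of at least 20 the number of these tests was 7. That was counted as within the margin, and 6 as outside it.

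No paired analysis was possible because the replicates were pooled before the peaks were called, so the replicate numbers that dex and mock share reach no column of the list. For the same reason leaving out each replicate in turn was not possible. The depth limits the ratios at single loci: at a background of 20 mock reads, as at LSH2, the 95% interval ran from 3.90 to 10.5.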

Other observations

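Of the tests in this part, those on promoters, on the relation of dex reads to background and on matched windows for the G-box were fixed before their results were seen. The others were chosen after, and the one on whole peak intervals was added after seeing the data.

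Most summits lacked an exact core, and this held for strong peaks. If weak or false calls made up these summits, cores would be frequent among the strongest peaks, yet only 16.0% of the highest quartile of fold had one. Fold is lowered by mock background, which was higher at strong summits with a core, so it may understate this share. Among peaks with a −log10 q-value of at least 50 the share was 17.6%. In the lowest quartile the exact core was hardly more frequent than beside the summit, which leaves room for false calls there. They do not make up that whole quartile, because among its 272 summits without an exact core, a core with at most 1 mismatch was 16.9 percentage points more frequent at the summit than in the left window (exact binomial test, two-sided, p = 3.24e-05). How many of its peaks are false calls stays open. Only 15.3% of whole peak intervals held a core, so few summits were displaced from a core within their own interval. Intervals were as narrow as 138 bp, with a nuclear median of 357 bp, and reach little beyond the summit window. The search therefore does not decide on larger displacement. Sites that differ from the core at 1 base are a candidate explanation. Among the 1023 summits without an exact core, 69.6% had a core with at most 1 mismatch, against 50.9% of left windows, an excess of 18.7 percentage points (exact binomial test, two-sided, p = 4.68e-19). This excess covers part of these summits only. Sequence differences between Landsberg erecta and the reference, other proteins that bring LFY to DNA, and a weight matrix in place of a core stay untested. The study states that most of its LFY peaks held the known motif at the summit. It also reports that the top motif at nucleosome-occupied sites was shorter than that in free DNA and departed more from CCANTGG. It adds that LFY can contact 1 side of its palindromic site as a monomer. Nucleosome occupancy was not compared with cores here. The lack of a core described here is therefore a statement about exact matches only.

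The 9 single substitutions of the core were not equally frequent at summits without an exact core. CCGNTGG or its reverse was present at 12.8% of these summits against 5.57% of left windows (exact binomial test, two-sided, adjusted p = 1.16e-07 over 9 tests). In the same exact test CCTNTGG stood at 11.7% against 5.96% (adjusted p = 4.36e-05) and CTANTGG at 16.2% against 9.87% (adjusted p = 4.80e-05). GCANTGG showed no excess, with 5.96% against 6.84% (exact binomial test, adjusted p = 0.481). The palindrome TGGNCCA was present at 9.97% of summits without the core and in 4.99% of left windows (exact binomial test, two-sided, p = 4.04e-05).

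Of 2080 sequences of 6 bases, 140 were more frequent within 75 bp of these summits than in left windows at an adjusted p-value under 0.05, and 64 were less frequent. GGACAA came first, at 17.4% of summits against 4.89% (exact binomial test, two-sided, adjusted p = 2.46e-16). GGTCCA (15.3% against 4.89%) and GGTCAA (17.2% against 5.57%) were also among the first 4. GGACCA stood at 13.9% against 4.69% (exact binomial test, two-sided, adjusted p = 3.15e-10). It is part of the AP1 site given above, where it joins CCA of the core to the bases outside it. GGTCCA likewise ends in CCA with G at position 2 outside it, and GGACAA and GGTCAA carry A in place of a C. Whether these sequences mark partial LFY sites was not tested. The G-box CACGTG, a site bound by other families of transcription factors, was present at 8.50% of summits against 2.64% of left windows (exact binomial test, two-sided, adjusted p = 8.57e-07). Promoters may be rich in such sites, which was not tested on its own, so the position of summits was weighed as a cause. Windows on the same chromosome, in the same class and at the same distance from a gene start had 3.03%, which leaves an excess of 5.47 percentage points at summits (exact binomial test, p = 1.11e-07). Position relative to genes therefore does not account for all of it. Whether G-box proteins bind at these summits was not tested.

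Mock background was raised at many strong summits. Among the 114 summits with at least 250 dex reads, 36 had a background of 2 times the genome-wide floor or more. The 5 highest backgrounds, chosen after their values were seen, were 106 mock reads 155 bp upstream of AT3G27340, 97 mock reads 298 bp upstream of AT4G31875, 92 mock reads upstream of AP1, 90 mock reads 849 bp upstream of GRF5 (AT3G13960) and 83 mock reads in AT3G03915, 243 bp upstream of AT3G19870. The first 4 of these had an exact core within 150 bp. The fold at such loci is lower than their dex reads alone would give.

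Selection by the threshold alone is argued against as the cause of this pattern. At the highest background seen, 239.9 dex reads would pass, so summits with at least 250 are not limited by it, and among these dex reads and background still rose together (Spearman's rho = 0.350 across peaks, permutation test, two-sided, p = 0.00012). A regional gain of reads, such as a difference in copy number, is argued against as well. Of the 104 strong summits above the floor, 97.1% took their background from the summit window itself, where a simulation with one regional rate gave 43.1%. Open chromatin at promoters was not resolved: the median background was 1 read higher in the 1 kb upstream of gene starts than elsewhere (29 against 28 reads, permutation test, two-sided, p = 0.38), and this test of promoters says little about accessibility itself.

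What stays open is binding of LFY-GR in the mock samples, or any other signal that goes with the core. Strong summits with a core had a median background of 38 reads and those without had 27, a difference of 11 reads (22 and 92 summits, permutation test, two-sided, p = 0.00212). The difference was not adjusted for dex reads, which rose with background among the strong summits. It may reflect nuclear LFY-GR before the steroid was added. The study, in its LMI2 experiment, describes mock treatment as without LFY on chromatin. Endogenous LFY, which the antibodies would also bind, would give the same pattern and cannot be separated from LFY-GR with pooled calls. Whether the callus expressed endogenous LFY was not examined.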
